A study of Homo sapiens with 66 samples. Its data were reported in "Inherent DNA‐binding specificities of the HIF‐1α and HIF‐2α transcription factors in chromatin" (2018).

How the data were processed

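Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was used to map binding of the hypoxia-inducible factor (HIF) subunits HIF-1α, HIF-2α and HIF-1β in human cell lines. HIF-1α and HIF-2α are the oxygen-regulated isoforms, and HIF-1β is the constitutive partner with which either forms a DNA-binding dimer. The series has 66 samples, of which 50 are ChIP libraries and 16 are input chromatin. The 50 ChIP libraries each came with a peak list and fell into 25 groups of 2 libraries, set by cell line, genotype, oxygen, time and antibody as named in the sample titles. In RCC4 the titles number the HIF-1α and HIF-2α libraries 1 and 2 and the HIF-1β libraries 2 and 3. The input samples were not analysed here as samples of their own.

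The authors trimmed adaptors with TrimGalore, aligned reads to GRCh37 (hg19) with BWA, removed reads of low mapping quality and reads in black-listed regions, and marked duplicates with Picard. They called peaks with MACS in control mode. Each peak list is from 1 library, so replicates were not pooled before calling. The number attached to each peak is the score that the authors' caller deposited, and it was read as the scaled negative logarithm of the peak's p-value that early versions of MACS write. The lowest score in any list was 50.0, which on that scale is a p of 1e-05. Peak names run without gaps within each list. The lists were therefore taken to hold every MACS call. The study describes keeping a subset after a second peak caller and a background filter. A peak list has no read depth and no signal at places that were not called. A site missing from a list may therefore lie just under the caller's limit, and a deeper library can give more peaks from the same chromatin. For this reason the score was used only to rank or filter peaks within a list.

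Peaks were compared by position. A peak counted as shared when it overlapped a peak of the other list by at least 1 bp, and the overlap of a pair of lists is the share of peaks in the shorter list that are shared. A site called in both replicates is the merged interval of peaks that overlap each other. HIF-1-only sites were called in both HIF-1α replicates and in neither HIF-2α replicate, and HIF-2-only sites the reverse. Canonical sites were called in both replicates of a HIF-α isoform and in both HIF-1β replicates. No pair of libraries had identical intervals. The 50 lists held 131425 peaks, of which 131131 lay on chromosomes 1 to 22, X and Y. The other 294 were left out of the results on promoters and motifs. No peak ended beyond the GRCh37 chromosome ends.

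Distance to a transcription start site (TSS) was measured from the peak centre to the nearest of 89204 protein-coding transcripts in GENCODE 44 mapped to GRCh37. A peak within 1 kb of a TSS was counted as promoter-proximal. The core of the hypoxia response element (HRE), RCGTG, and the AP-1 motif, TGASTCA, were searched on both strands within 100 bp to either side of the peak centre. The same search at 2 kb to either side of each peak gave the background. These control windows were not matched to the peaks for GC content. As a background for overlaps, sites were shifted by 10 kb.

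Groups were compared with exact permutation tests of values per library, with labels permuted within condition, within antibody or within cell line. Tests were two-sided except those of whether replicates of a condition are more alike than libraries of different conditions, which were one-sided and ran over all 105 ways of pairing 8 libraries. Association of site classes between cell lines was tested with Fisher's exact test, two-sided, and its log2 odds ratio was computed with 0.5 added to each cell. Sites are not replicates, so that test describes the libraries compared. The 20 tests were adjusted together by the Benjamini-Hochberg method. With 2 libraries against 2, the smallest p is 0.33, and such comparisons cannot reach the threshold of 0.05. Shares of sites are given with 95% Clopper-Pearson intervals, which cover counting error only. Means are given ± SD over libraries.

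The samples' groups, the tests and the first list of alternatives were fixed before the data were examined. The alternatives were overlap of 50% of the shorter peak, lists of equal length, the upper 50% of each list by score, peaks with a score of at least 100, windows of 200 bp around the peak centre, the Jaccard index, a TSS within 5 kb, TSS of all 254376 annotated transcripts, motifs in the whole peak, HIF-1β in both replicates, classes taken from replicate 1 in 1 line and replicate 2 in the other, permutation within replicate number, and leaving out each replicate number. Leaving out single libraries and leaving out HepG2 were added after seeing the data.

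Sites named in the text followed a rule fixed in advance. They are the 5 sites called in the most libraries and, for each of the 3 cell lines, the 2 HIF-1-only and the 2 HIF-2-only sites with the best mean rank by score. Sites that changed class are named in addition and were chosen after their values were seen. Coordinates are 1-based on GRCh37, and a location is that of the site's centre relative to protein-coding genes.

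Overlaps were computed in Python 3.11.15 with numpy 2.4.6 and tested against bedtools 2.31.1, with 0 of 27078 intervals differing. Statistics used scipy 1.17.1 and statsmodels 0.14.6, tables pandas 2.3.3, and figures matplotlib 3.10.9. The tests were also tested on simulated data. With no effect, the antibody grouping test passed 0.05 in 4 of 100 simulations of 4000 sites and the condition grouping test in 3 of 100 simulations of 1000 sites. With an effect, the antibody test passed in 20 of 20, and the condition test in 20 of 20 simulations of 1300 sites. The simulated libraries had like list lengths. In the condition simulations, replicates also overlapped more than the HIF-α replicates of the severity and duration experiment. These counts therefore do not measure power in the data. For stratified shares, a difference of 8 percentage points was recovered as 7.85 on average, and 50 of 50 simulations passed.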

Results

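Peak lists were analysed from 3 human cell lines. HKC-8 is a renal tubular epithelial line, RCC4 a renal carcinoma line that lacks functional VHL and therefore stabilises HIF-α in normal oxygen, and HepG2 a liver cancer line. In the severity and duration experiment, HKC-8 cells were exposed to 0.5% oxygen (6, 16 or 48 h) or to 3% oxygen (6 h), with HIF-1α, HIF-2α and HIF-1β precipitated in 2 replicates of each (24 libraries). In the knockout experiment, wild-type (WT) HKC-8 cells and cells with a disrupted HIF-1α gene (HIF-1α KO) or HIF-2α gene (HIF-2α KO) were kept in 0.5% oxygen for 16 h (14 libraries, without the deleted isoform). RCC4 cells in normoxia and HepG2 cells in 0.5% oxygen for 16 h gave 12 further libraries.

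Read depth is unknown from the lists, and the number of peaks differed widely between experiments. It was 237 to 1793 per library in the severity and duration experiment, 915 to 8279 in the knockout experiment and 911 to 6851 in RCC4 and HepG2. Median peak width was 139 to 896 bp, 978 to 1131 bp and 731 to 1224 bp respectively. Replicates also differed in how well they overlapped. In the severity and duration experiment, the share of the shorter list found in the other replicate was 6.43% to 27.9% for HIF-1α, 18.8% to 32.0% for HIF-2α and 34.9% to 61.1% for HIF-1β. In the knockout experiment it was 71.6% to 87.1%, in RCC4 40.7% to 49.3% and in HepG2 25.9% to 54.2%. The condition of 0.5% oxygen for 16 h in HKC-8 was present in both experiments. Of the sites called in both replicates of the severity and duration experiment, 60.5% of 263 HIF-1α sites (95% CI 54.3% to 66.4%), 87.5% of 336 HIF-2α sites (83.5% to 90.8%) and 71.1% of 827 HIF-1β sites (67.9% to 74.2%) were also called in both WT replicates of the knockout experiment.

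The 5 sites called in the most libraries were as follows. The interval on chromosome 5 from 90575210 to 90578078, which is intergenic and 102 kb from the nearest protein-coding TSS (ARRDC3, ENSG00000113369.9_8), and the interval on chromosome 8 from 134386072 to 134390107, intergenic and 73.8 kb from the TSS of NDRG1 (ENSG00000104419.17_18), had a peak in 50 of 50 libraries. A peak was present in 49 of 50 libraries at LDHA (ENSG00000134333.15_12; chromosome 11, 18415171 to 18418239, centre in the UTR), PPP1R3C (ENSG00000119938.9_9; chromosome 10, 93392250 to 93393774, centre outside the gene and 0.184 kb from its TSS) and ALDOA (ENSG00000149925.22_15; chromosome 16, 30074545 to 30078761, centre in an intron).

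The severity and duration experiment was first used to ask whether HIF-1α and HIF-2α occupied different sites beyond replicate error. Pairs of libraries from different conditions overlapped by 16.1% on average when both had the same HIF-α antibody (10.1% for HIF-1α, 22.1% for HIF-2α) and by 6.14% when 1 was HIF-1α and the other HIF-2α. The difference of 9.94 percentage points gave an exact permutation p of 0.00154 (two-sided, 16 libraries, adjusted p 0.0103), the smallest that the 1296 arrangements can give. With lists of equal length, the alternative that moved it most, the difference was 21.3 percentage points.

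**Figure D1:**
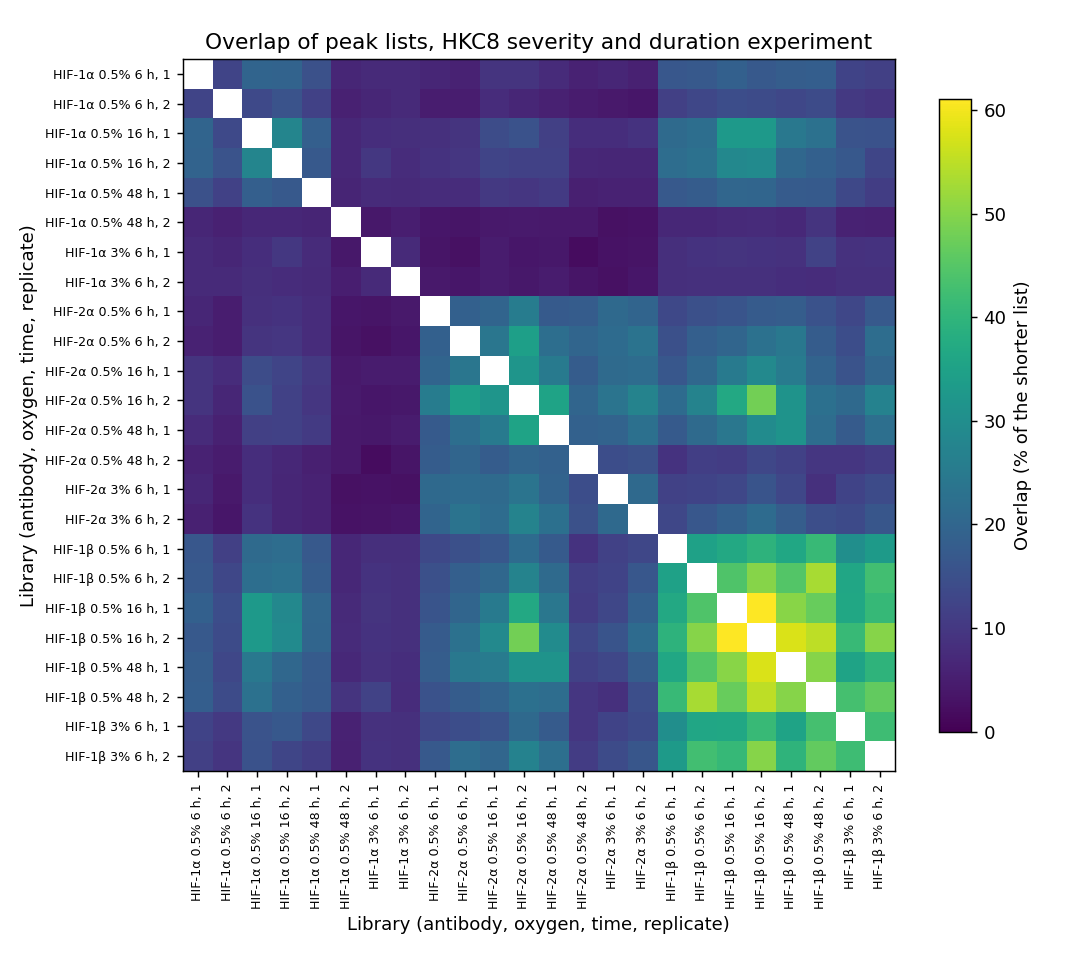
Overlap of peak lists in the severity and duration experiment, as the percentage of peaks in the shorter list that are shared (colour), for each pair of the 24 libraries ordered by antibody on both axes. Pairs of HIF-1β libraries share most, and pairs of a HIF-1α with a HIF-2α library share least (6.14% on average between conditions).

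Next it was asked whether oxygen level or time altered which sites were called by more than replicates differed. For HIF-1α, overlap was 13.5% within conditions and 10.1% between them, a difference of 3.43 percentage points (exact permutation p 0.0286, one-sided, 8 libraries, adjusted p 0.0816). For HIF-1β it was 47.0% within and 43.0% between, a difference of 4.08 (exact permutation p 0.0381, adjusted p 0.0952). For HIF-2α it was 22.6% within and 22.1% between, and the difference of 0.577 lay within replicate error (exact permutation p 0.343, adjusted p 0.466). None of these 3 differences passed adjustment, and each fell when a 16 h library was left out. Without replicate 1 or replicate 2 of 16 h, the difference was −0.566 or −0.457 for HIF-1α, −2.70 or −0.661 for HIF-2α, and −0.734 or 1.36 for HIF-1β. Without HIF-1α replicate 1 of 48 h it was 6.68, and without HIF-1β replicate 2 of 6 h it was 8.86. Overlap between the 6 h and 16 h HIF-1α libraries was 17.1%, higher than the average within conditions.

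The number of peaks called was then compared between conditions. At 6 h, fewer peaks were called in 3% than in 0.5% oxygen for each antibody (log2 ratio −0.65 for HIF-1α, −0.98 for HIF-2α, −0.26 for HIF-1β), with a mean log2 ratio of −0.63 (exact permutation p 0.00926, two-sided, 12 libraries, adjusted p 0.0309). After 48 h, fewer peaks were called than after 6 h (mean log2 ratio −0.79, exact permutation p 0.00926, adjusted p 0.0309). Both p-values are the smallest that the design can give. The ratio at 48 h was −0.39 for HIF-1α, −1.35 for HIF-2α and −0.65 for HIF-1β, and HIF-2α after 48 h had 1383 peaks in replicate 1 but 237 in replicate 2. Without that replicate 2 the mean log2 ratio was −0.37, without replicate 1 it was −1.22, and without either HIF-2α library of 6 h the exact permutation p was 0.194. Between 16 h and 6 h the mean log2 ratio was −0.14 (exact permutation p 0.380, adjusted p 0.475). It combines opposite directions, at −0.33 for HIF-1α, −0.37 for HIF-2α and 0.29 for HIF-1β, each with both libraries of 16 h on the same side of both of 6 h, and so does not show that peak number was unchanged (exact permutation p 0.33 for each antibody, the smallest possible). Among peaks with a score of at least 100 the mean changed direction, with a log2 ratio of 0.70 (exact permutation p 0.0370). Peak number depends on read depth as well as on binding.

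Switching of isoform between conditions was examined at sites classed as HIF-1-only or HIF-2-only. A site with peaks of both isoforms in either condition was not counted, so only a full reversal could count as a change. Over all pairs of the 4 conditions there were 353 comparisons of a site classed in both, in which a site can count more than once, and 1 was a change of class (0.283%). That site, chosen for naming after its values were seen, lies on chromosome 17 from 36442678 to 36442890, is intergenic and 10.2 kb from the TSS of MRPL45 (ENSG00000278845.5_6), and was HIF-1-only in 0.5% and HIF-2-only in 3% oxygen at 6 h. When classes were taken from single replicates, 55 of 884 comparisons (6.22%) between replicates of the same condition and 81 of 2251 (3.60%) between conditions were a change of class. Among the comparisons counted there, changes were thus no more frequent between conditions than between replicates, a difference that was not tested. With only replicate 2 the number of changes between conditions was 33, and with only replicate 1 it was 60. Those 2 counts compare libraries of the same replicate number. The 81 changes were counted between replicate 1 of 1 condition and replicate 2 of another, so they are separate. The 55 within a condition were likewise counted between replicate 1 and replicate 2. Sites classed in both conditions were few, since a condition had 24 to 134 HIF-1-only and 32 to 207 HIF-2-only sites.

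HIF-α sites were then examined for the partner subunit. In WT HKC-8 cells, 99.0% of 1107 HIF-1α sites (95% CI 98.2% to 99.5%) and 95.7% of 3805 HIF-2α sites (94.97% to 96.3%) overlapped a HIF-1β peak in either replicate, against 6.41% and 6.12% of the same sites shifted by 10 kb. In HepG2 the shares were 92.5% of 1205 sites labelled HIF-1α (90.9% to 94.0%) and 95.7% of 1161 labelled HIF-2α (94.4% to 96.8%). In RCC4 they were 58.5% of 899 HIF-1α sites (55.2% to 61.8%) and 38.2% of 1211 HIF-2α sites (35.5% to 41.0%), where the HIF-1β lists had 911 and 1305 peaks. In the severity and duration conditions the shares were 85.4% to 97.8% for HIF-1α and 55.7% to 80.1% for HIF-2α. When HIF-1β was required in both replicates, the RCC4 shares were 37.7% and 22.96%. Taken per library instead of over sites called in both replicates, the share for HIF-1α was 92.8% ± 2.19 in WT HKC-8, 20.9% ± 5.97 in RCC4 and 44.6% ± 13.4 in HepG2 as labelled (SD, n = 2 each), and group means in the severity and duration conditions were 9.20% to 34.0%. For HIF-2α it was 87.6% ± 0.548, 15.6% ± 0.366 and 46.2% ± 10.02 (SD, n = 2 each), with 16.8% to 40.2% in the severity and duration conditions. In the other direction, 90.1% of 5088 HIF-1β sites in WT HKC-8, 98.2% of 449 in RCC4 and 97.6% of 2158 in HepG2 overlapped a HIF-α peak, against 45.7% to 75.0% in the severity and duration conditions.

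Canonical sites numbered 1077 for HIF-1 and 3207 for HIF-2 in WT HKC-8, 339 and 278 in RCC4, and 770 and 889 in HepG2 as labelled. HIF-1α KO cells had 2728 canonical HIF-2 sites and HIF-2α KO cells 631 canonical HIF-1 sites. In the severity and duration experiment, HIF-1 counts were 116 at 6 h, 226 at 16 h and 50 at 48 h in 0.5% oxygen and 41 in 3% oxygen, and HIF-2 counts were 119, 232, 23 and 49. With windows of 200 bp the WT HKC-8 HIF-1 count was 708.

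The knockout experiment asked whether either isoform alters binding of the other. No library with the antibody to the deleted isoform was analysed here, so the genotype labels were checked with HIF-1β. Among HIF-1β peaks at the 142 HIF-1-only and 2369 HIF-2-only sites of WT cells, the share at HIF-1-only sites was 6.33% ± 0.551 (SD, n = 2) in WT, 0.856% ± 0.461 (SD, n = 2) in HIF-1α KO and 24.4% ± 0.587 (SD, n = 2) in HIF-2α KO. The knockouts differed by 23.6 percentage points, with both HIF-2α KO libraries above both HIF-1α KO libraries (exact permutation p 0.33, adjusted p 0.466, the smallest possible with 2 against 2). Leaving out replicate 2 moved the difference most, to 35.6 percentage points.

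HIF-1α was called at fewer sites in HIF-2α KO than in WT cells (1093 ± 252 against 1724 ± 267 peaks, SD, n = 2, log2 ratio −0.67), while HIF-2α was called at 5884 ± 928 sites in HIF-1α KO and 5643 ± 1564 in WT cells (SD, n = 2, log2 ratio 0.080). HIF-1β peaks had a log2 ratio to WT of −0.69 in HIF-1α KO and −1.64 in HIF-2α KO. None of these can reach the threshold with 2 libraries against 2 (exact permutation p 0.33 for the others and 1 for HIF-2α, adjusted p 0.466 and 1). Sites with HIF-2α and no HIF-1α peak in 1 WT replicate had a HIF-1α peak in the other WT replicate in 7.29% of cases, and in HIF-2α KO in 1.68% ± 1.03 (SD of 4 values, range 0.772% to 2.75%). HIF-2α KO cells thus had fewer, not more, HIF-1α calls at these sites, a difference of −5.62 percentage points. By the paper's immunoblots, these cells also held slightly less HIF-1α protein, so the lower calls cannot be put down to loss of HIF-2α alone. Sites with HIF-1α and no HIF-2α peak had a HIF-2α peak in the other WT replicate in 19.04% of cases and in HIF-1α KO in 18.4% ± 4.54 (SD of 4 values, range 13.7% to 23.8%). The difference of −0.680 percentage points was smaller than that spread, and was 1.18 among the upper 50% of each list by score.

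**Figure D2:**
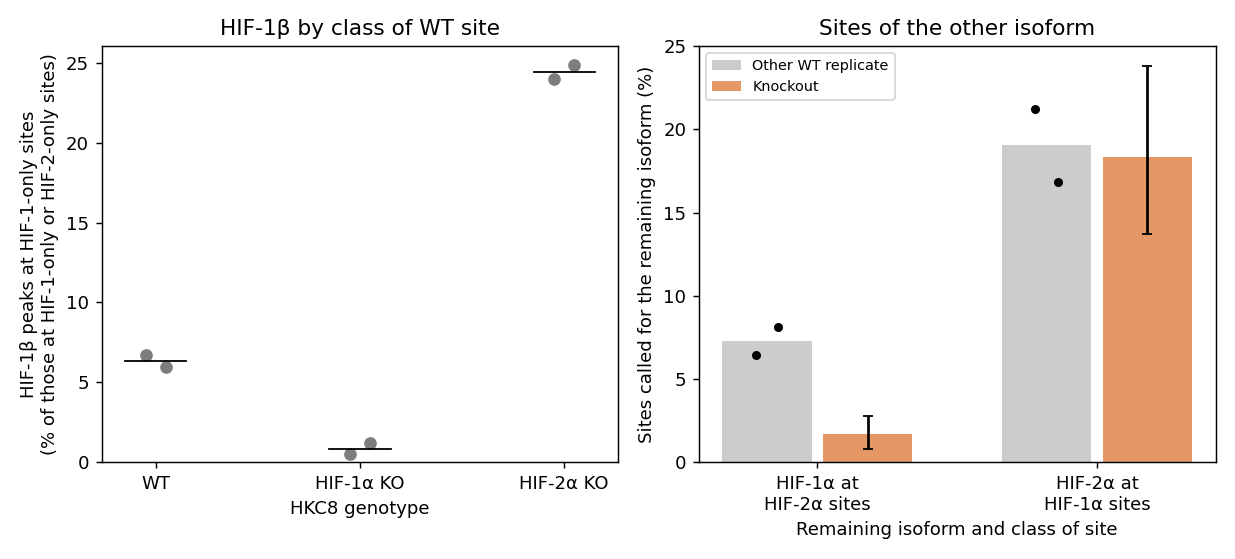
Left, percentage of HIF-1β peaks at HIF-1-only sites among those at HIF-1-only or HIF-2-only sites of WT cells, by HKC-8 genotype (points are libraries, lines means), which runs from 0.856% in HIF-1α KO to 24.4% in HIF-2α KO. Right, percentage of sites of 1 isoform at which the other was called, in the other WT replicate (grey bars, points for the 2 site sets) and in the knockout (orange bars, error bars for the range of 4 values), with knockout means of 1.68% and 18.4%.

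Promoter-proximal binding was compared in the 7 conditions that had both isoforms. HIF-1α peaks lay within 1 kb of a TSS more often than HIF-2α peaks, by 9.45 percentage points on average (exact permutation p 0.00711, two-sided, 28 libraries, adjusted p 0.0309), and the mean was higher for HIF-1α in 6 of 7 conditions. The share for HIF-1α and HIF-2α was 28.7% ± 8.25 and 10.3% ± 1.17 at 16 h of 0.5% oxygen, 16.9% ± 4.74 and 8.26% ± 0.347 at 6 h, 11.2% ± 7.67 and 5.49% ± 4.78 at 48 h, and 8.11% ± 2.58 and 6.58% ± 0.0648 at 6 h of 3% oxygen (SD, n = 2 each). It was 19.2% ± 1.23 and 6.03% ± 0.3198 in WT HKC-8 of the knockout experiment and 27.6% ± 16.1 and 7.28% ± 3.12 in RCC4 (SD, n = 2 each). The differences at 48 h and in 3% oxygen were smaller than the spread of the HIF-1α replicates. HepG2 went the other way, with 17.7% ± 15.5 for HIF-1α and 19.3% ± 15.9 for HIF-2α (SD, n = 2 each), because the libraries labelled HIF-1α had 6.73% in replicate 1 and 28.7% in replicate 2, and those labelled HIF-2α had 30.6% and 8.08%. With lists of equal length the mean difference over the 7 conditions was 21.5 percentage points.

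**Figure D3:**
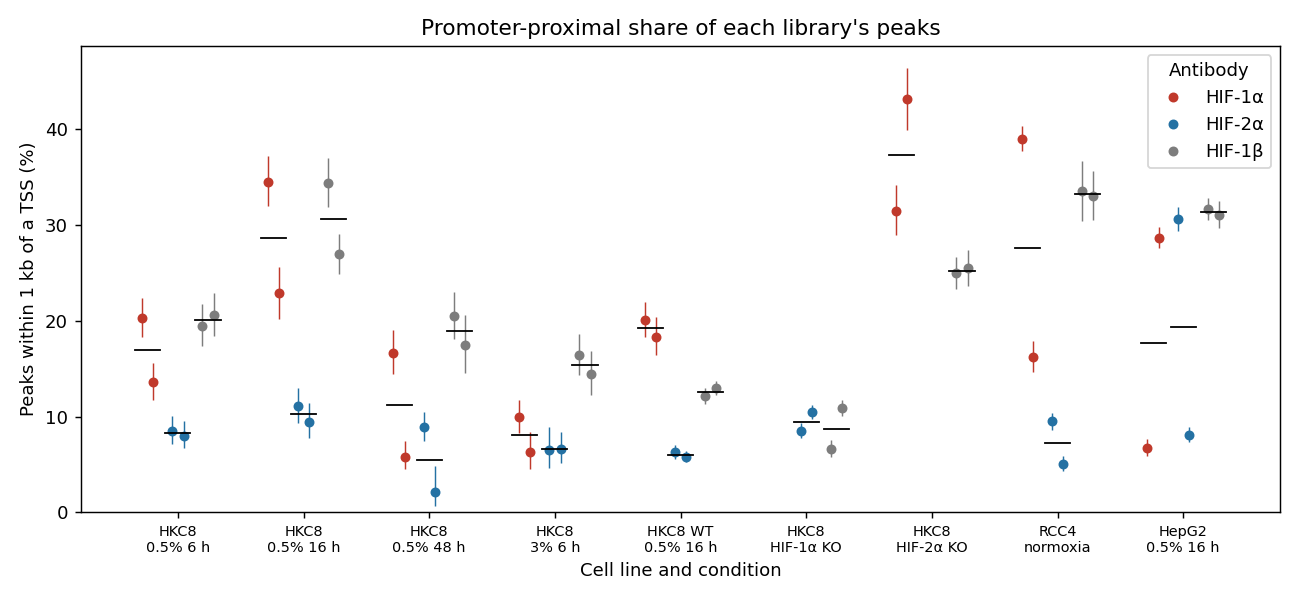
Percentage of peaks within 1 kb of a protein-coding TSS in each library (points, with 95% Clopper-Pearson intervals) and group means (black lines), by cell line and condition and coloured by antibody. The group mean is higher for HIF-1α than for HIF-2α in each condition but HepG2, where the replicates of each label are far apart (6.73% and 28.7% for HIF-1α, 30.6% and 8.08% for HIF-2α).

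In HIF-2α KO cells the promoter-proximal share of HIF-1α peaks was 37.3% ± 8.22 (SD, n = 2), and in HIF-1α KO cells that of HIF-2α peaks was 9.46% ± 1.37 (SD, n = 2). For HIF-1β the share was 12.6% ± 0.552 in WT, 8.74% ± 2.98 in HIF-1α KO and 25.2% ± 0.357 in HIF-2α KO cells (SD, n = 2 each). The difference of 16.5 percentage points between the knockouts gave an exact permutation p of 0.33 (adjusted p 0.466), the smallest possible, and both HIF-2α KO libraries lay above both HIF-1α KO libraries.

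The HRE core was present near the peak centre in 25.3% to 74.1% of peaks per library, against 16.5% to 24.2% in the control windows. Its share was on average 2.75 percentage points higher in HIF-1α than in HIF-2α lists (exact permutation p 0.349, two-sided, 28 libraries, adjusted p 0.466, higher in 5 of 7 conditions), a mean over differences of either sign. In WT HKC-8 of the knockout experiment it was 62.9% ± 2.24 for HIF-1α and 46.1% ± 4.54 for HIF-2α (SD, n = 2 each), a difference of 16.8 percentage points and larger than the replicate SDs. The difference was 7.68 in RCC4, 1.71 at 16 h, 1.46 in HepG2 as labelled, 0.487 at 6 h, −3.14 at 48 h and −5.70 in 3% oxygen, each smaller than the larger SD of its replicates. When the whole peak was searched, the difference changed sign to −2.52 percentage points (exact permutation p 0.538). The AP-1 motif was less frequent in HIF-1α than in HIF-2α lists in 7 of 7 conditions, by −4.93 percentage points on average (exact permutation p 2.86e-05, adjusted p 2.86e-04). At 16 h of 0.5% oxygen in the severity and duration experiment, for example, AP-1 was present in 6.44% ± 0.574 of HIF-1α and 14.7% ± 4.27 of HIF-2α peaks (SD, n = 2). In WT HKC-8 of the knockout experiment the shares were 15.5% ± 0.979 and 17.96% ± 0.724 (SD, n = 2), and in HepG2 6.57% ± 0.178 and 6.65% ± 2.00 (SD, n = 2), a difference smaller than the replicate spread. Control windows had the AP-1 motif in 2.99% to 4.27% of cases. With lists of equal length the AP-1 difference was −8.65 percentage points.

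**Figure D4:**
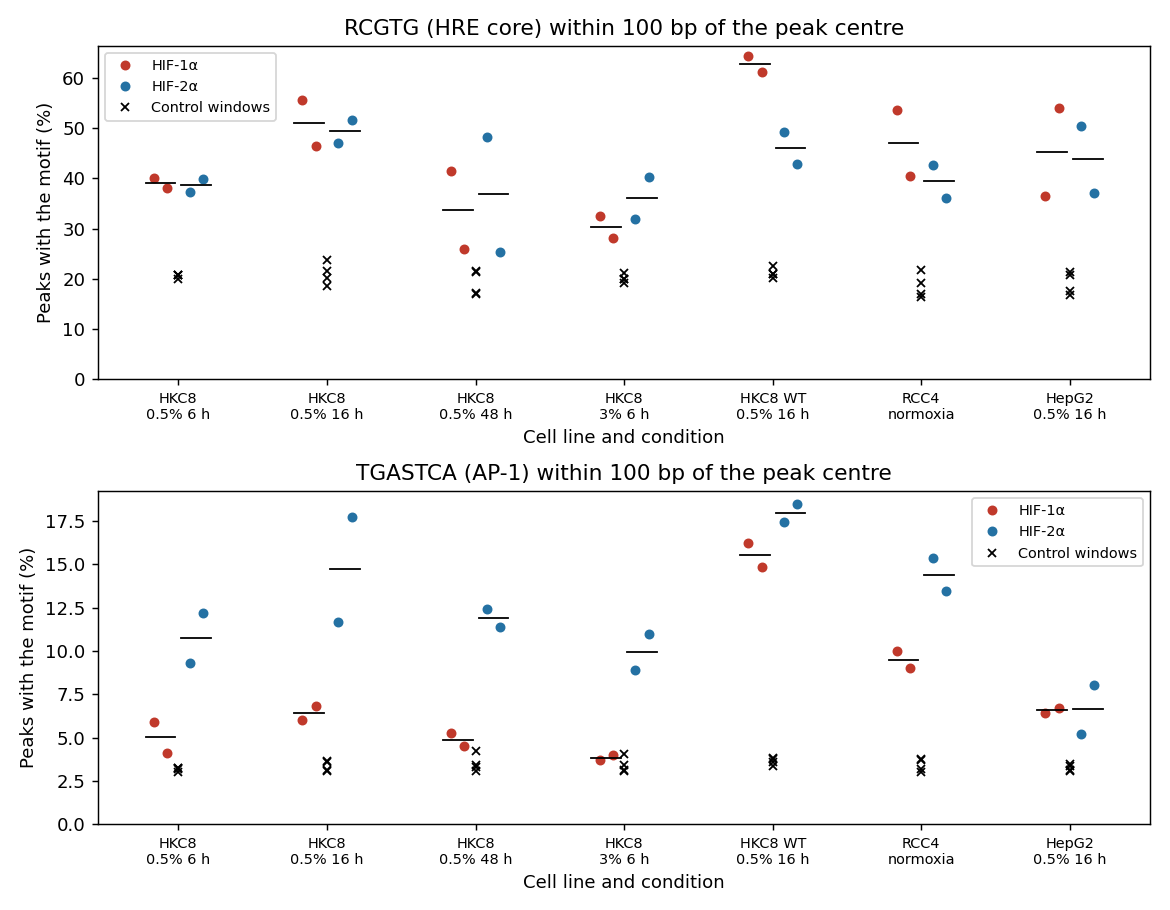
Percentage of peaks with the HRE core (top) or the AP-1 motif (bottom) within 100 bp of the peak centre in HIF-1α and HIF-2α libraries (coloured points, with group means as black lines) and in control windows (crosses), by cell line and condition. The AP-1 mean is lower for HIF-1α in 7 of 7 conditions, and the HRE lies above its control windows in each library.

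Cell lines were compared to ask whether sites and isoform preference are shared. These comparisons set libraries of different experiments and oxygen levels side by side, so cell line cannot be told apart from experiment, or for RCC4 from oxygen level. Of each library's peaks, the share that overlapped a site of the same antibody in another line was 33.3% ± 1.35 for HIF-1α and 17.6% ± 3.82 for HIF-2α in WT HKC-8, 19.2% ± 5.39 and 30.2% ± 2.65 in RCC4, and 9.88% ± 1.79 and 10.3% ± 1.27 in HepG2 (SD, n = 2 each). The mean difference over the 3 lines was 1.39 percentage points (exact permutation p 0.685, two-sided, 12 libraries, adjusted p 0.806). That mean combines a higher share for HIF-1α in WT HKC-8 with a lower one in RCC4, each beyond its replicate SDs, and so does not show that the isoforms are shared alike. Over merged canonical sites, 20.7% of 1730 HIF-1 sites (95% CI 18.8% to 22.7%) and 10.5% of 3872 HIF-2 sites (9.59% to 11.5%) were found in at least 2 lines. The HIF-2 denominator was mostly WT HKC-8, with 3207 sites. Without HepG2, the shares in both remaining lines were 18% of 1200 HIF-1 sites (15.9% to 20.3%) and 6.15% of 3282 HIF-2 sites (5.36% to 7.03%). Leaving out replicate 1 moved the per-library difference most, to 9.16 percentage points (exact permutation p 0.5).

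At sites classed as HIF-1-only or HIF-2-only in both WT HKC-8 and RCC4, isoform preference was kept. Sites of both isoforms, 879 in WT HKC-8 and 461 in RCC4, were not counted. Only a full reversal could therefore count as a change, and a partial loss of preference could not. Of 155 sites, 50 were HIF-1-only in both lines, 103 were HIF-2-only in both, and 2 changed class (log2 odds ratio 12.03, Fisher's exact p 9.11e-39, adjusted p 1.82e-37). The 2 sites that changed, named after their values were seen, were HIF-2-only in HKC-8 and HIF-1-only in RCC4. They lie on chromosome 20 from 3791903 to 3793490, 8.47 kb from the TSS of AP5S1 (ENSG00000125843.11_7), and on chromosome 22 from 32737059 to 32738063, 13.3 kb from that of RFPL3 (ENSG00000128276.10_11), both intergenic. Only 2 sites were classed in both HKC-8 and HepG2 as labelled, and only 2 in both RCC4 and HepG2, which left these comparisons without power (log2 odds ratio −2.32 and Fisher's exact p 1 in each, adjusted p 1). The 2 HepG2 sites were the same for both comparisons. They lie 104 kb from the TSS of SLC38A4 (ENSG00000139209.16_11; in HKC-8 on chromosome 12 from 47058537 to 47059497) and 9.07 kb from that of CDKN1A (ENSG00000124762.14_6; in HKC-8 on chromosome 6 from 36634711 to 36635624), both intergenic, and were likewise named after their values were seen. HepG2 as labelled had 54 HIF-1-only, 31 HIF-2-only and 795 sites of both isoforms, against 142, 2369 and 879 in WT HKC-8.

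The best-ranked sites of each class gave examples. In WT HKC-8, the HIF-1-only sites were in an intron of VGLL4 (ENSG00000144560.16_13; chromosome 3, 11683494 to 11684954, called in 35 of 50 libraries) and 0.0070 kb from the TSS of NARF (ENSG00000141562.19_10; chromosome 17, 80415547 to 80416551, 36 libraries). The HIF-2-only sites were in introns of ROBO2 (ENSG00000185008.19_16; chromosome 3, 76546444 to 76547598, 15 libraries) and LOXL2, where it also overlaps ENTPD4 (ENSG00000134013.16_9 for LOXL2; chromosome 8, 23278195 to 23280083, 13 libraries). In RCC4, the HIF-1-only sites were again at NARF, with the centre in its UTR (80415174 to 80417580), and in an intron of FAM174B (ENSG00000185442.13_14; chromosome 15, 93351556 to 93353272, 32 libraries). Its HIF-2-only sites were in an intron of SMYD3 (ENSG00000185420.19_11; chromosome 1, 246598428 to 246599517, 13 libraries) and 7.02 kb from the TSS of SNAPC1 (ENSG00000023608.5_7; chromosome 14, 62221536 to 62222704, intergenic, 22 libraries). In HepG2 as labelled, the best-ranked sites stood lower in their lists. The HIF-1-only sites had ranks of 785 and 1357 near PMFBP1 (ENSG00000118557.16_16; chromosome 16, 72503590 to 72504993, intergenic, 294 kb from the TSS) and 875 and 1434 near DUSP6 (ENSG00000139318.8_9; chromosome 12, 89745536 to 89748524, 0.752 kb from the TSS), each called in 3 of 50 libraries. The HIF-2-only sites had ranks of 1785 and 1627 near LRFN5 (ENSG00000165379.14_13; chromosome 14, 41844255 to 41845981, intergenic, 231 kb from the TSS, 2 libraries) and 1583 and 1976 in an intron of SLC35D2 (ENSG00000130958.13_13; chromosome 9, 99106814 to 99107393, 7 libraries).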

Values the study reported

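The study reported 1,807 canonical HIF-1 sites and 1,000 canonical HIF-2 sites for HepG2. For RCC4 its counts were 519 for HIF-1 and 608 for HIF-2. For HKC-8 they were 1,080 for HIF-1 and 3,240 for HIF-2. A site was canonical there when the HIF-α isoform and HIF-1β were both present in each of 2 replicates. The study put the share of sites found in more than 1 cell line at about 25% for HIF-1 and 15% for HIF-2, over 4 cell lines that included MCF-7 data from earlier work.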

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

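The tests without HepG2 and without single libraries were chosen only after the result was seen. The threshold here is an exact p of 0.05 before adjustment, for tests that can reach it and those that cannot. Replicates left out aside, the other alternatives gave 141 values. In 110 of them a tested result kept its direction and side of the threshold, a share stayed within its interval, a count within 1.5 times, or a knockout difference within the spread of its replicates. Of the rest, 3 went above the threshold, 4 reversed and 24 moved. The size of a tested result could change much more. With equal list length the antibody difference was 21.3, the promoter-proximal difference 21.5 and the AP-1 difference −8.65 percentage points, each in the same direction and on the same side of the threshold. Overlap of 50% of the shorter peak, the Jaccard index, a TSS within 5 kb and TSS of all annotated genes also changed no direction and no side of the threshold. In the upper 50% of lists by score, the share of HIF-1β peaks at HIF-1-only sites differed by 32.7 between knockouts, the change in HIF-2α calls in HIF-1α KO was 1.18 in place of −0.680, and no site was classed in both HepG2 and another line, so that no odds ratio could be had.

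For tested results, the condition difference for HIF-1β was 4.69 percentage points (exact permutation p 0.0762) in the upper 50% of each list by score. With lists of equal length it was 6.89 (exact permutation p 0.00952), and that for HIF-2α was 2.99 (p 0.181), each without a change of side. The log2 ratio of peak number at 16 h against 6 h reversed to 0.70 (exact permutation p 0.0370) among peaks with a score of at least 100, and at 48 h it was −0.79 there (p 0.306). With the whole peak searched, the HRE difference reversed to −2.52 percentage points. The isoform preference between lines reversed to a log2 odds ratio of 4.56 for HKC-8 and HepG2 and 5.26 for RCC4 and HepG2 when classes came from replicate 1 in the first line and replicate 2 in HepG2. With HepG2 left out, the promoter-proximal difference was 11.3 percentage points (exact permutation p 2.57e-04). The cause was not tested for these, except for HepG2.

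The titles do not say that a replicate number marks shared material, and the main tests did not pair the samples by number. Classes taken from single replicates did compare HIF-1α and HIF-2α libraries of the same number. So did the choice of sites for isoform replacement in the knockouts. Libraries of different conditions with the same number overlapped by 10.4%, 21.97% and 43.6% for HIF-1α, HIF-2α and HIF-1β, and those with different numbers by 9.86%, 22.1% and 42.4%. The promoter-proximal share, however, was higher in replicate 1 in 6 of 7 conditions for HIF-1α and in 6 of 7 for HIF-2α, so a difference tied to the number is not excluded for that measure. With permutation within replicate number, the promoter-proximal difference had an exact permutation p of 0.0166, the HIF-1β condition difference of 4.08 had an exact permutation p of 0.0833, and no other result changed side of the threshold.

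The share of HIF-1α sites with HIF-1β was 99.5% in WT HKC-8 and 54.0% in RCC4 in the upper 50% of lists, 93.2% and 53.7% with windows of 200 bp, and 97.3% and 37.7% with HIF-1β required in both replicates. With both required, it was 63.9% in HepG2 and 80.0% over the severity and duration conditions. For HIF-2α sites in RCC4 and HepG2, the share was 34.0% and 97.1% in the upper 50%, 33.6% and 93.4% with windows of 200 bp, and 22.96% and 76.6% with both required. In WT HKC-8 it was 92.5% with windows and 84.3% with both required, and over the severity and duration conditions 56.1% with both required. Requiring HIF-1β in both replicates can only lower these shares. For the other alternatives the cause was not tested.

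Canonical HIF-1 sites numbered 610 in WT HKC-8 and 364 in HIF-2α KO in the upper 50% of lists, and 708 in WT HKC-8 and 216 in RCC4 with windows of 200 bp. Canonical HIF-2 sites numbered 1753 in WT HKC-8 and 1447 in HIF-1α KO in the upper 50%, and 180 in RCC4 with windows. Fewer or shorter peaks give fewer sites by construction.

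Leaving out single libraries or replicate numbers gave a difference of 8.30 to 11.05 percentage points between antibodies. Without a replicate number, the exact permutation p of 0.125 was the smallest that test can give, and so was 0.25 for peak number. The promoter-proximal difference ran from 7.83 to 11.1, with an exact permutation p of 0.203 without replicate 2 and 0.0313 without replicate 1. The peak number log2 ratio ran from −0.78 to −0.48 for 3% against 0.5% oxygen, and from −0.045 to 0.20 for HIF-2α in HIF-1α KO. For 48 h against 6 h it ran from −1.32 to −0.26. It was −1.22 without HIF-2α replicate 1 and −0.37 without replicate 2 of 48 h, and −0.81 and −0.78 (exact permutation p 0.194) without HIF-2α replicates 1 and 2 of 6 h. The share of HIF-1β peaks at HIF-1-only sites differed between knockouts by 35.6 without replicate 2.

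The condition difference ran from −0.566 to 6.68 percentage points for HIF-1α, −2.70 to 2.56 for HIF-2α and −0.734 to 8.86 for HIF-1β without single libraries. None of these passed adjustment with all libraries, and p-values here are unadjusted. For HIF-1α, p rose above 0.05 without replicate 1 of 6 h (4.55, exact permutation p 0.0667), replicate 2 of 6 h (3.72, p 0.152) or replicate 2 of 48 h (4.33, p 0.0571). It reversed without replicate 1 (−0.566) or 2 (−0.457) of 16 h, and was highest without replicate 1 of 48 h. For HIF-2α it reversed without replicate 1 (−2.70) or 2 (−0.661) of 16 h. For HIF-1β it reversed without replicate 1 of 16 h and was highest without replicate 2 of 6 h. Its p rose above 0.05 without replicate 2 of 16 h (1.36, exact permutation p 0.286), replicates 1 and 2 of 48 h (3.45, p 0.143; 4.63, p 0.0762) or replicates 1 and 2 of 3% oxygen (3.74, p 0.133; 5.43, p 0.0762). The cause was not tested. This test and the 2 results on isoform replacement in the knockouts give no value without a replicate number.

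Outside RCC4, leaving out 1 replicate number means that a site needs to be called in only 1 library per antibody, which raises counts of sites and lets in peaks that do not recur. HIF-1α sites with HIF-1β were then 89.5% to 92.2% in WT HKC-8, 33.9% to 34.2% in HepG2 and 14.03% to 18.6% over the severity and duration conditions. For HIF-2α the ranges were 78.4% to 84.3%, 24.4% to 51.0% and 19.5% to 24.7%. Changes of class between conditions numbered 33 to 60. Canonical HIF-1 sites numbered 1374 to 1764 in WT HKC-8, 1187 to 2323 in HepG2, 757 to 1125 in HIF-2α KO and 561 to 948 summed over the severity and duration conditions. Canonical HIF-2 sites numbered 3556 to 5690 in WT HKC-8 and 1097 to 2646 in HepG2, 2987 to 4858 in HIF-1α KO and 889 to 927 in that sum. In RCC4 the HIF-α libraries are numbered 1 and 2 and the HIF-1β libraries 2 and 3, so each number leaves out something else. Without number 1, which leaves 1 library per HIF-α isoform and both HIF-1β libraries, the share of sites with HIF-1β was 25.1% for HIF-1α and 15.9% for HIF-2α, with 340 and 280 canonical sites. Without number 2, with 1 library per antibody, it was 12.2% and 11.3%, with 693 and 486 sites. Without number 3, with both libraries per HIF-α isoform and 1 of HIF-1β, it was 50.4% and 32.9%, with 453 and 399 sites. The log2 odds ratio with HepG2 ran from −8.22 to 3.49 for HKC-8 and from −7.63 to 3.70 for RCC4, negative without replicate 2 and positive without replicate 1. Peak lists hold no read depth, so how depth limits these values is unknown.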

Other observations

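The tests of low enrichment and of a missing isoform difference in HepG2, the tests of the mix of peaks in HIF-2α KO and of calls there without matching, the tests with shortened lists in RCC4 and the counts with exchanged HepG2 labels were chosen only after the result was seen.

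Canonical sites were counted from lists taken to be unfiltered MACS calls. The second peak caller and the background filter that the study describes would lower counts. Their absence here therefore does not account for counts below those of the study. RCC4 had 339 canonical HIF-1 sites. This is fewer than the study counted. RCC4 had 278 canonical HIF-2 sites. This too is fewer than in the study. HepG2 as labelled had 770 canonical HIF-1 sites. This is also fewer than in the study. HepG2 as labelled had 889 canonical HIF-2 sites, and WT HKC-8 had 1077 canonical HIF-1 and 3207 canonical HIF-2 sites. These counts are closer to those of the study, and each is lower.

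In HepG2, the libraries of replicate 1 resembled the other isoform. Among peaks at HIF-1-only or HIF-2-only sites of WT HKC-8, the share at HIF-1-only sites was 6.76% in the library labelled HIF-1α replicate 1 and 59.6% in the library labelled HIF-2α replicate 1, a difference of −52.9 percentage points. It was 40.3% and 9.40% in replicate 2, a difference of 30.9, and the differences in RCC4 were 24.5 and 62.4. Overlap was 34.9% and 25.9% between libraries of the same label and 50.05% and 33.1% between libraries of different label and different replicate number. It was 26.7% between the libraries labelled HIF-1α and HIF-2α of replicate 1 and 44.4% between those of replicate 2, so the overlaps alone do not separate the isoforms in HepG2. Low enrichment of the library labelled HIF-2α replicate 1 was argued against by its promoter-proximal share, which was 30.6% against 2.11% to 11.1% in the 15 other HIF-2α libraries. A lack of the isoform difference in HepG2 cells was argued against by the gap between 6.76% (95% CI 2.23% to 15.1%) and 59.6% (51.8% to 67.2%) in replicate 1, which is wider than the widest gap between replicates of the same antibody where labels are not in doubt (35.7, HIF-1α in RCC4). The gap in replicate 2 was not wider than that, though the intervals lie apart (34.2% to 46.6% and 4.79% to 16.2%). The library labelled HIF-1α replicate 1 had the fewest peaks of the HepG2 HIF-α libraries, at 3470. The library labelled HIF-2α replicate 1 had 5187, and those of replicate 2 had 6851 for HIF-1α and 4499 for HIF-2α. HIF-1α replicate 1 had a peak at 69 HIF-2-only sites, against 67 for HIF-2α replicate 1 and 151 and 106 for replicate 2. It had a peak at 5 HIF-1-only sites, against 98 for HIF-2α replicate 1 and 101 and 11 for replicate 2. Compared with HIF-2α replicate 1, it thus had fewer calls at HIF-1-only sites but not at HIF-2-only sites. An exchange of the HIF-1α and HIF-2α labels of replicate 1 is a candidate explanation, and the files alone cannot show at which step it arose. With these labels exchanged, 1807 sites were canonical for HIF-1 and 716 for HIF-2. The HIF-1 count then equals the study's and the HIF-2 count does not. All other values keep the labels as given, and the HepG2 values that depend on isoform are open to this doubt.

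HIF-1α peaks were more often promoter-proximal in HIF-2α KO than in WT HKC-8, by 18.1 percentage points. With lists of equal length the difference was 16.2, so the shorter lists of HIF-2α KO cells are not its whole cause. Among WT HIF-1α peaks of like score, those that also had HIF-2α were called less often in HIF-2α KO than those without, by −17.0 percentage points on average (range −23.5 to −14.4), while in the other WT replicate they were called more often, by 15.9. Without matching for score, calls in HIF-2α KO were about as frequent at peaks with as without HIF-2α, at 50.4% and 48.8%, 33.8% and 33.3%, 54.02% and 50.2%, and 37.7% and 41.2% for the 4 pairs of a WT and a knockout library. In the other WT replicate, without matching, they were far more frequent at peaks with HIF-2α, at 66.6% and 31.6%, and 78.2% and 49.1%. Compared with the other WT replicate, calls at shared sites were thus lost more often in HIF-2α KO, with and without matching, which may be part of the difference in promoter-proximal share. Peaks at sites with HIF-2α in WT made up 78.7% of the HIF-1α peaks in WT and 62.2% in HIF-2α KO, but this mix is not the whole cause, since at the WT promoter-proximal shares it gives 4.501 percentage points. The promoter-proximal share was higher in HIF-2α KO both among peaks at such sites (24.4% against 13.3%) and among other peaks (58.6% against 40.6%), by 12.5 percentage points at the WT mix, with both knockout libraries above both WT libraries in each. Recognition of HIF-2α by the HIF-1α antibody, dependence of HIF-1α binding on HIF-2α and a property of the knockout clone remain open and were not tested here. The paper describes slightly less HIF-1α protein in the HIF-2α KO cells and allows that clonal variation may be the reason.

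Few HIF-α peaks of the severity and duration experiment recurred in the other replicate. Narrow peaks that miss each other are not the cause, since with windows of 1 kb the highest overlap was 32.1%, against a lowest value of 71.5% in the knockout experiment. Peaks called in 1 replicate had the HRE core in 32.9% of cases on average (range 16.1% to 48.0% over 16 libraries). For HIF-1α the median was 30.6%, against 89.1% for peaks called in both replicates and 20.02% in control windows, and for HIF-2α 34.4%, against 64.96% and 20.7%. On average, peaks called in 1 replicate may thus be background for the most part. This does not hold for each library. The share was 47.9% in HIF-2α replicate 1 of 48 h, against 61.7% for peaks in both and 21.5% in control windows, and 45.2% in HIF-2α replicate 2 of 16 h, against 65.5% and 21.6%. In these libraries most such peaks may be binding sites.

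Fewer HIF-α sites overlapped HIF-1β in RCC4 than in WT HKC-8. With only the HIF-1β lists shortened to 911 peaks, the share for HIF-1α was 57.1% (95% CI 53.8% to 60.3%) in RCC4 and 69.02% (66.2% to 71.7%) in WT HKC-8. With the HIF-α lists shortened as well, it was 79.2% (75.4% to 82.6%) and 84.3% (81.3% to 87.0%), and these intervals overlap. In HepG2 as labelled it was 49.96% (47.1% to 52.8%) with only the HIF-1β lists shortened, below RCC4, and 89.7% with both. Against WT HKC-8, RCC4 was lower both ways, with intervals apart only where the HIF-1β lists alone were shortened. By that comparison short HIF-1β lists are not the whole cause for HIF-1α, but the HepG2 value does not bear this out. For HIF-2α the share was higher in RCC4 with only the HIF-1β lists shortened, at 37.2% against 27.6%, and lower with the HIF-α lists shortened as well, at 58.1% against 89.4%. Short HIF-1β lists therefore cannot be told apart from a difference between the lines for HIF-2α, because the direction depends on which lists are shortened. Background among the HIF-α sites was argued against by the HRE core, present on average in 62.3% of RCC4 peaks that were called in both replicates without HIF-1β, 69.2% of those with it and 18.6% of control windows. Control windows were not matched for GC content, so part of the gap to them may reflect base composition. Lower enrichment in the RCC4 HIF-1β libraries and a biological difference between the lines may both contribute to the lower values of 57.1% and 58.1%, and neither was tested here. From read signal, the paper described HIF-1β above the local background at every HIF-α site of RCC4. A missing HIF-1β peak in these lists therefore does not show that HIF-1β was absent.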
